A study of Mus musculus with 384 samples. Its data were reported in "A Single-Cell Transcriptional Roadmap of the Mouse and Human Lymph Node Lymphatic Vasculature" (2020).

How the data were processed

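Single lymphatic endothelial cells (LEC), the cells that line lymphatic vessels and sinuses, were sorted from inguinal lymph nodes (LN) of 20-week-old female reporter mice on a C57BL/6J background, in which the Prox1 promoter drives green fluorescent protein (GFP). Cells that were live and positive for GFP, podoplanin (Pdpn) and CD31 (Pecam1) were placed 1 per well in a 384-well plate. Libraries were made by SMART-seq2, a plate method that copies full-length mRNA and adds no molecular identifiers. Synthetic spike-in RNA (ERCC) was counted in the same table. The labels list 384 samples, each of them 1 cell, all in 1 group, and name no animal. The group was therefore treated as 1 sample, cells were not treated as replicates, and no test, p-value or standard error was computed over cells.

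The authors trimmed the reads with Trim Galore, aligned them to the mouse genome (mm10, GRCm38) with TopHat and bowtie2, removed PCR duplicates with SAMtools and counted fragments per gene with featureCounts. The deposited values are these raw counts, not normalized, with 1 column per well. The annotation release and the use of strand in counting were not stated, so overlapping and antisense genes and close paralogs may share or lose fragments. Removing duplicates by position lowers the counts of abundant short genes most, since different molecules with the same ends are counted once. A count is called a read below.

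The table held 383 columns named by plate well and by a sequencing index number. The sample titles give no well, so no column was tied to a single sample, and the well N24 was not analysed here. It held 46517 gene rows and 92 spike-in rows. Gene identifiers were matched to symbols through a name table, which gave a symbol for 46005 gene rows. Coordinates were taken from the GENCODE M21 annotation of GRCm38, the build of the alignment. Spike-in reads were left out of library sizes.

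Wells with at least 100 genes and genes seen in at least 3 wells were kept, as in the study's filter. This left 383 cells and 21526 genes. In Seurat 5.3.0 (R 4.3.3), counts were log-normalized to 10000 per cell, the 2000 most variable genes were chosen by the vst method, and the genes of the 4 lists (below) and other genes that the study named singly were removed from them, leaving 1983. The class markers were not removed, so they could take part in forming the clusters that they name. Then 15 principal components were computed, with a shared nearest neighbour graph over 20 neighbours and Louvain clustering at resolution 0.8. No doublet caller was run, because cells were sorted singly. No batch correction was applied.

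Choices made before the data were examined were the clustering settings, 4 marker genes per class, 4 gene lists, the summary values and most alternatives. A cluster took the name of the class whose 4 markers had the highest mean log2 ratio in it, and is called "-like" because the name rests on markers alone. The markers were Ackr4, Cav1, Bmp4 and Gdf10 for the ceiling of the subcapsular sinus (cLEC), Madcam1, Ccl20, Bmp2 and Cd74 for its floor (fLEC), Ptx3, Itih5, Mrc1 and Reln for Ptx3-LEC, and Marco, Clec4g, C2 and Clec1b for Marco-LEC, both of the latter being medullary sinus subsets. Markers of valve, blood endothelial, immune, pericyte and cycling cells were fixed in the same way. A cluster with a median read number below that of all cells divided by 3, and with none of its class's markers among its 10 leading genes, stayed unnamed. A "-like" name in the text also needed at least 3 of the class's 4 markers to be raised, that is, with a log2 ratio above 0 and detected in at least 50% of the cluster. This requirement was applied to the clusters after they were seen. One step was added after the data were seen. A cluster with markers of 2 LEC classes among its 10 leading genes was clustered again on its own with the same settings, because the planned clustering had left Ptx3-high and Marco-high cells in 1 cluster. Without this step there is no separate value for these classes at the main settings, and the cLEC-like and fLEC-like values are the same.

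Expression was given as CPM, the reads of a gene scaled to a common total of gene reads per cell. The log2 ratio of a gene is the log2 of its mean CPM plus 1 in a class over its mean CPM plus 1 in the other LEC, each cell weighted equally. It understates the change of genes near the pseudocount of 1 CPM. A list's median log2 ratio was described by its percentile among 10000 random lists of the same size, each gene replaced by one of the 200 genes nearest in mean expression. The lists hold genes that the study named for a subset, and since the study examined these cells too, they are not independent evidence. Some genes are shared between lists: Stab2 and Lyve1 by Ptx3-LEC and Marco-LEC, Csf1 and Cd274 by fLEC and Marco-LEC, and Mmrn1 by cLEC and Ptx3-LEC. The list medians are therefore not from separate sets of genes. The text names these genes, the fixed markers, the sort genes, and per class the 5 genes of highest log2 ratio among genes that were not clustering features, were detected in at least 50% of the class and averaged at least 10 CPM. A gene that met this rule is not reported here. Other genes were singled out after their values were seen, and the text says so. The neighbour ratio of a pair of classes is the number of 20-nearest-neighbour links between them over the number expected from each class's links, so that 1 is the value for mixing at random.

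Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals and read sums exact Poisson intervals. Reads without molecular identifiers are not independent molecules, and intervals and limits cover counting error only. A count of 0 was given the limit of 3 counts over the total. Detection of a gene was compared after each cell was thinned to 68953 reads, the 10th percentile, which left out 39 cells.

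The index numbers of the columns fall into 2 series. In 6 plate rows (143 wells) they lie within a run no longer than the row, and in the other 10 rows (240 wells) they are spaced further apart. No number repeats within a series, while 168 wells carry a number that is used again elsewhere on the plate. The series were inferred from the column names, after the data were seen, and used as a technical batch: each main value was recomputed within each series, and the difference between them served as the spread of list medians and neighbour ratios.

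Reads that arrived from other wells were estimated by least squares over 1573 genes that were high in some wells (95th percentile of at least 500 CPM) and low in most (median of at most 30 CPM). A gene's reads in wells under 60 CPM were regressed on its reads in wells above 200 CPM of the same row, of the same column in each series, and elsewhere. An added alternative subtracted the expected row and column reads from the counts. CPM with TMM factors from edgeR 4.0.16, computed over class sums, was another alternative. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

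The steps were tested on counts simulated for the 46517 genes, with 200 genes changed in 100 cells. The direction was recovered for 200 of 200 genes, with a median absolute error of 0.08 log2. All 100 changed cells formed a cluster of their own, but 3 clusters were found where 2 groups were simulated, so a split by itself does not show a class. The neighbour ratio was 1.01 after the group names were shuffled. Simulated rates of moved reads of 20 and 30 per 10000 came back as 19.3 and 29.4. Values under 60 CPM were set to 0 beforehand, so the fit was not tested with true low expression present.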

Results

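SMART-seq2 profiles of single LEC from mouse inguinal LN were analysed to describe the subsets present, the genes that distinguish them and their alignment with each other. The data comprised 83865492 reads assigned to genes in 383 cells of 1 group, and 430642 spike-in reads. A cell held a median of 194860 reads, with a range of 5898 to 881888, and a median of 6262 detected genes, with a range of 2034 to 9661. The spike-in share had a median of 0.478% and reached 8.55%. Because no animal is named, there are no replicates for any value below, and differences are set against counting error and against the difference between the 2 index series of the plate. Series 1 held 240 wells with a median of 185604 reads, and series 2 held 143 wells with a median of 222079 reads.

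**Figure D1:**
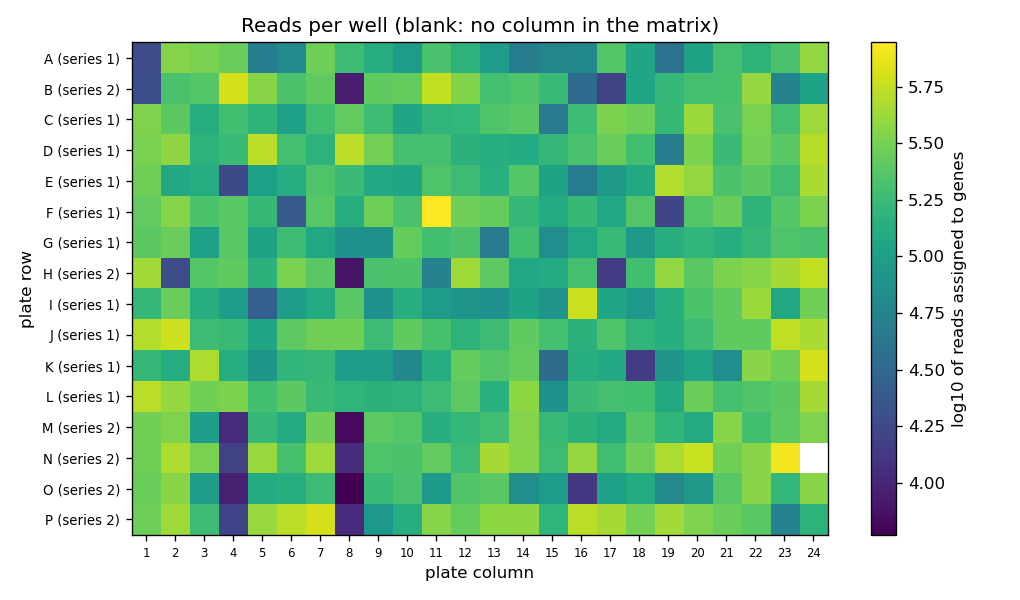
Reads assigned to genes in each well of the 384-well plate, as log10, by plate row (with its index series) and plate column, 1 square per well. Wells ranged from 5898 to 881888 reads, and the wells under 50000 reads numbered 13 in series 1 and 16 in series 2.

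The sort was examined first through its own genes and through the genes by which other cell types were recognised. Prox1 (ENSMUSG00000010175, GRCm38 chromosome 1, 190118035 to 190170714, minus strand), the general LEC marker, was at 300 CPM or more in 383 of 383 cells (100%, interval 99.0 to 100). Pecam1 was at this level in 85.9% of cells (82.0 to 89.2) and Pdpn in 18.3% (14.5 to 22.5), while Pdpn was read at least once in 88.0% (84.3 to 91.1). Flt1 and Ly6c1, used together to mark blood endothelial cells, were both read at least once in 36.3% of cells (31.5 to 41.3), both reached 10 CPM in 14.9% and both reached 300 CPM in 0.261%, which is 1 cell. Ptprc, which encodes the immune marker CD45, was read in 6 of 383 cells (1.57%, 0.577 to 3.38) and reached 10 CPM in 0 of 383, which allows a share of up to 0.783%. Pdgfra or Pdgfrb, the pericyte markers, were read in 7.05% of cells (4.70 to 10.1), while 5 cells (1.31%) reached 10 CPM and 1 cell (0.261%) reached 300 CPM. The 300 CPM level was chosen after the data were seen. No cluster took a blood endothelial, immune, pericyte, valve or cycling name, so no cell was excluded. The blood endothelial markers had the highest mean ratio in the unnamed cluster described below, but that mean was −0.08 on the log2 scale.

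A share of cells with at least 1 read is not a share of cells that express a gene in these data, because reads of a gene were also found in wells that share a row or column with wells where it was high. Per 10000 reads of a gene in a source well, 17.5 were read in each well of the same row, 28.8 in each well of the same column and index series, and 2.88 in each well of the same column in the other series. Elsewhere on the plate the rate was 0.338 within the series and 0.674 across series. When wells were shuffled within series 20 times, the row rate reached at most 4.51 and the column rate 4.12. By these rates, a median of 6.97% of a well's reads came from other wells, and 20 wells had an estimated share of 50% or more.

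**Figure D2:**
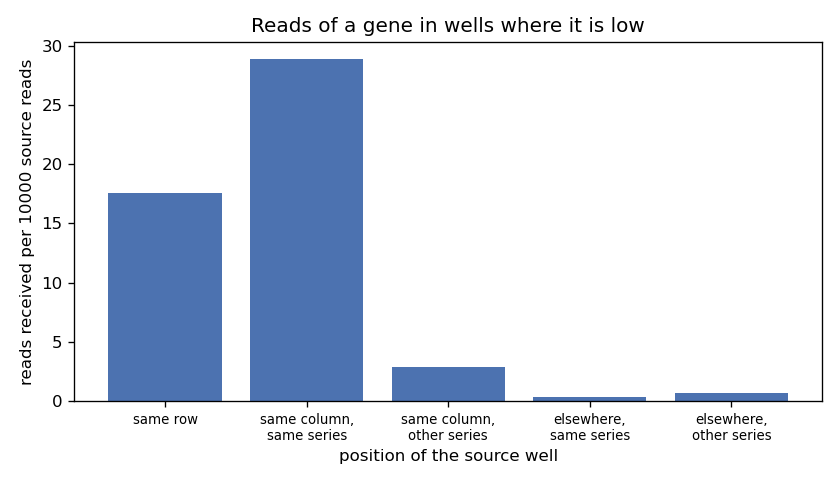
Reads of a gene received by a well where it was low, per 10000 reads in 1 source well, by the position of the source well. Bars are least-squares rates over 1573 genes and stand at 17.5 for the same row and 28.8 for the same column and index series, against 0.338 elsewhere in the series.

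Clustering without the list genes and the genes named singly, but with the class markers left in, gave a cLEC-like cluster, an fLEC-like cluster, a cluster of medullary cells that was divided again, and 8 cells that stayed unnamed. The cLEC-like cluster held 92 of 383 cells (24.0%, 19.8 to 28.6) and the fLEC-like cluster 135 (35.2%, 30.5 to 40.3). The medullary cells divided into 58 Ptx3-LEC-like cells (15.1%, 11.7 to 19.1) and 90 cells led by Marco (23.5%, 19.3 to 28.1). In this last group only Marco and Clec1b of the 4 Marco-LEC markers were raised, while C2 and Clec4g were higher in fLEC-like cells. Marco-LEC was the class with the highest mean ratio in it, but fewer than 3 of its markers were raised, so it is called the Marco-high sub-cluster. The unnamed cluster (2.09%, 0.906 to 4.07) had a median of 26983 reads. Of the alternatives to the clustering, subtraction of moved reads changed a share most, raising the Marco-high share to 30.0%.

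The shares differed between the index series for some classes. The fLEC-like share was 42.1% in series 1 (35.8 to 48.6) and 23.8% in series 2 (17.1 to 31.6), and the Marco-high share was 17.1% (12.5 to 22.5) and 34.3% (26.5 to 42.7), so that for both the intervals were apart. The cLEC-like share was 23.8% and 24.5%, and the Ptx3-LEC-like share 17.1% and 11.9%, with overlapping intervals. The unnamed cells were 0 of 240 in series 1, which allows up to 1.25%, and 8 of 143 (5.59%) in series 2. The order of the pooled shares of fLEC-like and Marco-high cells did not hold in series 2.

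**Figure D3:**
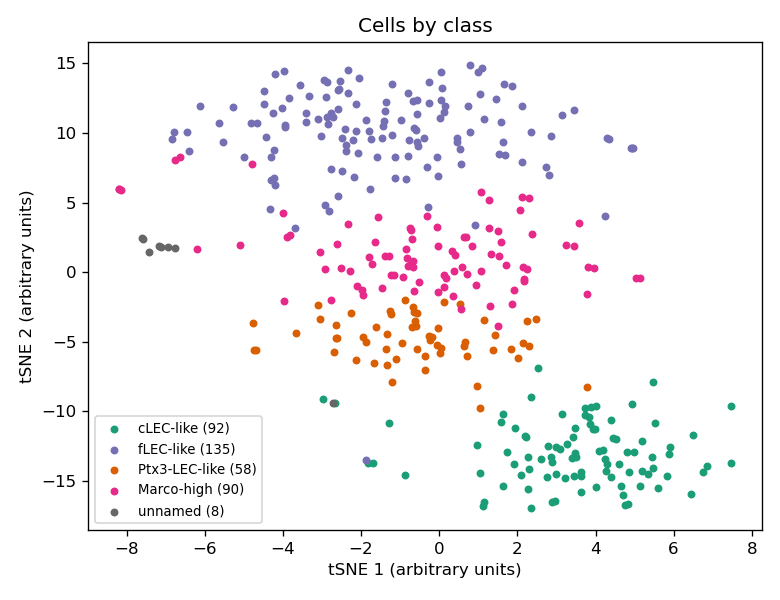
tSNE map of 383 cells from 15 principal components, with axes in arbitrary units, 1 point per cell, coloured by class with the number of cells. The 92 cLEC-like and 135 fLEC-like cells lie mostly at opposite ends, with most of the 58 Ptx3-LEC-like and 90 Marco-high cells between them.

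The genes that gave the classes their names describe the clusters and are not a result of the comparison. Ackr4 (ENSMUSG00000079355, chromosome 9, 104084157 to 104126933, minus strand), a chemokine scavenging receptor, averaged 798 CPM in cLEC-like cells (17568 reads, Poisson interval 17309 to 17830) and 31.0 in fLEC-like cells. Madcam1 (ENSMUSG00000020310, chromosome 10, 79664559 to 79668537, plus strand), an adhesion molecule, averaged 1440 CPM in fLEC-like cells (42929 reads, 42524 to 43337), 202 in Marco-high cells, 79.5 in Ptx3-LEC-like cells and 71.2 in cLEC-like cells. Ptx3 (ENSMUSG00000027832, chromosome 3, 66219910 to 66225805, plus strand), a secreted pattern recognition protein, averaged 275 CPM in Ptx3-LEC-like cells (3842 reads, 3721 to 3965) and 11.5 CPM or less in the other classes. Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024, minus strand), a scavenger receptor, averaged 2994 CPM in Marco-high cells (43205 reads, 42799 to 43614) and 236 in Ptx3-LEC-like cells. All 4 are annotated as protein-coding, in GRCm38 coordinates.

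Detection separated these classes less than level did. In thinned cells, Madcam1 was read in 100% of fLEC-like cells (97.1 to 100) but also in 88.6% of cLEC-like cells (80.1 to 94.4), against 100% in both before thinning. Subtracting moved reads lowered the cLEC-like mean of Madcam1 from 71.2 to 24.0 CPM and left the fLEC-like mean at 1466 CPM. Ptx3 was read in 45.5% of thinned Ptx3-LEC-like cells (32.0 to 59.4) and in 62.1% of the unthinned cells, so the class was not made up of Ptx3-reading cells alone. Marco was read in 97.2% of thinned Marco-high cells (90.3 to 99.7), against 86.4% of cLEC-like cells (77.4 to 92.8), while 61.1% and 3.26% of unthinned cells reached 300 CPM.

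The 4 gene lists, held out of the clustering, address whether the genes named for each subset follow the clusters. The cLEC list of 7 genes had a median log2 ratio of 2.24 in cLEC-like cells (2.39 in series 1 and 2.00 in series 2), and 7 of 7 genes were above 0. Edn1 was the highest at 3.51, with 341 CPM, and Mmrn2 the lowest at 0.51. The fLEC list of 12 genes had a median of 1.44 (1.45 and 1.37), with 12 of 12 genes above 0, from 0.17 for Smad1 to 3.52 for Rgs4. The Ptx3-LEC list of 9 genes had a median of 1.38 (1.46 and 1.25), with 9 of 9 above 0, from 0.31 for Ccl21a, which averaged 5.00 CPM, to 2.39 for Tgfbi. The Marco-LEC list of 6 genes had a median of 0.57 in the Marco-high sub-cluster (0.58 and 0.41), with 6 of 6 above 0. These counts are for the series pooled: Stab2 was at −0.11 in the Marco-high sub-cluster in series 2, and Smad1 at −0.01 in fLEC-like cells in series 1. The first 3 medians stood above all 10000 random lists and the Marco-LEC median at percentile 99.91. Across random lists the central 95% ran from −0.61 to 0.44 for cLEC, −0.43 to 0.40 for fLEC, −0.55 to 0.35 for Ptx3-LEC and −0.55 to 0.30 for Marco-LEC. Of the alternatives, CPM of summed counts moved a median most, raising the cLEC list to 2.73.

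**Figure D4:**
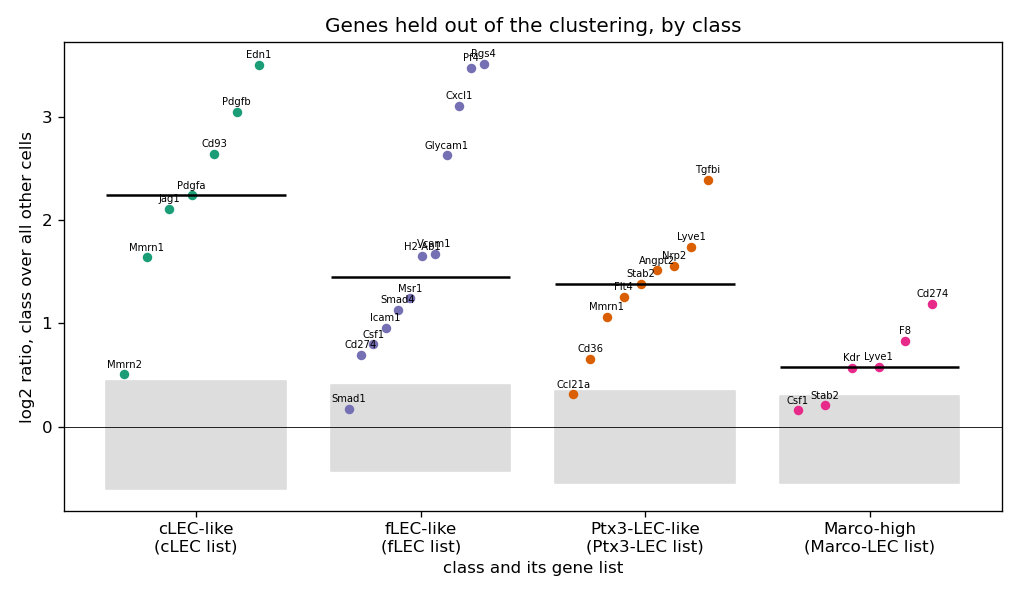
Log2 ratio of each list gene in its class over all other LEC, 1 point per gene, with the list's median as a black line and the central 95% of medians of 10000 random lists as a grey band. The medians were 2.24, 1.44, 1.38 and 0.57, each above its band.

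A positive ratio did not always mean that the class held the highest level. The study itself named Stab2 and F8 for both medullary subsets, with Lyve1 and Stab2 relatively enriched in Ptx3-LEC. It named Csf1 for fLEC and Marco-LEC, and Mmrn1 for cLEC and Ptx3-LEC. For these pairs, a higher level in the other subset is no departure from the study. Among Marco-LEC list genes, F8 averaged 1618 CPM in Ptx3-LEC-like cells and 1220 in Marco-high cells, Lyve1 3341 and 1813, and Stab2 2864 and 1519. Stab2 was also higher in cLEC-like cells (1957 CPM) than in the Marco-high sub-cluster, and Csf1 was higher in fLEC-like cells (787 CPM) than there (620 CPM). Kdr and Cd274 were highest in the Marco-high sub-cluster, at 1430 and 187 CPM. Cd274, which encodes the immune checkpoint ligand PD-L1, was at 141 CPM in fLEC-like cells, 34.8 in cLEC-like cells and 19.2 in Ptx3-LEC-like cells. Flt4 and Nrp2 were highest in Ptx3-LEC-like cells, at 747 and 303 CPM. Of the Ptx3-LEC list, Mmrn1 and Cd36 were higher in cLEC-like cells (1190 and 1379 CPM) than in Ptx3-LEC-like cells (1031 and 710 CPM). The mean of Ccl21a was higher in fLEC-like cells, at 6.26 CPM, where 0.741% of cells reached 300 CPM. Its median was 0 CPM in both classes, and it was read in 21.5% of fLEC-like and 27.6% of Ptx3-LEC-like cells. Among the genes named singly, Cldn5 was lowest in fLEC-like cells at 1627 CPM, against 2741 to 2948 in the other named classes, and Apoe ranged from 331 CPM in fLEC-like to 2429 in Marco-high cells. Car8 and Lox had their highest means in cLEC-like cells, at 41.5 and 30.6 CPM, but their medians there were 0 CPM, and 10.9% and 6.52% of these cells reached 10 CPM. Cpe was highest in fLEC-like cells, at 3083 CPM. Il6, Mmp2 and Vwf averaged at most 3.14 CPM in any named class, Ackr1 lay between 18.6 and 39.1 CPM, and Ccl21b had no reads. Ccl21c matched no identifier and was not analysed here.

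Among genes that had not served as clustering features, list genes included, the leading ones were Bmx, Pglyrp1, Atp2b4, Edn1 and Pgm5 in cLEC-like cells and Met, Rgs5, Lpo, Dbx2 and Rgs4 in fLEC-like cells. In Ptx3-LEC-like cells they included Pik3ip1, Adgrl4, Sash1 and Gm20481, and in the Marco-high sub-cluster they were Nrp1, Galnt15, Dot1l, Ptgs1 and Gm43063. Gm43063 was raised in series 2 only, with log2 ratios of −0.02 in series 1 and 3.29 in series 2, while the other genes named here were above 0 in both. Most of these means were carried by a part of the cells, as medians over cells ran from 0.850 CPM for Gm20481 to 104 CPM for Pglyrp1. Nrp1 averaged 77.1 CPM with a median of 4.14 CPM, and 3.33% of Marco-high cells reached 300 CPM. Some fixed markers of other cell types stood high in named classes. The pericyte marker Rgs5 averaged 121 CPM in fLEC-like cells (log2 ratio 4.11), while the other pericyte markers there were at 6.08 CPM (Pdgfra), 0.469 CPM (Pdgfrb) and 0.0409 CPM (Col1a1). For Pdgfra, 0.741% of fLEC-like cells reached 10 CPM, and the same share reached 300 CPM. The blood endothelial marker Aqp1 averaged 449 CPM in Ptx3-LEC-like cells (3.48), with Flt1 at 8.97 CPM. The median of Aqp1 there was 27.4 CPM, and 34.5% of these cells reached 300 CPM. Flt1 and Ly6c1, the pair used to mark blood endothelial cells, were both highest in the Marco-high sub-cluster, at 40.3 CPM (1.87) and 59.0 CPM (1.62), where 3.33% and 4.44% of cells reached 300 CPM. The valve markers Foxc2 and Gja4 were highest in cLEC-like cells, at 233 and 662 CPM, with medians of 20.4 and 398 CPM. The other fixed valve markers were highest in other named classes. Cldn11 averaged 1220 CPM in fLEC-like cells against 918 in cLEC-like cells, and Itga9 466 CPM in the Marco-high sub-cluster against 233.

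Alignment between classes was examined by nearest neighbours. The study ordered the subsets from cLEC through Ptx3-LEC, Marco-LEC and transition zone cells (tzLEC) to fLEC. It also described a smaller direct bridge from cLEC to fLEC, and placed collecting and valve cells before cLEC. No markers were fixed here for tzLEC, bridge or collecting cells, so none of them was named. The pair with the highest ratio of links to the number expected at random was Ptx3-LEC-like with Marco-high, at 0.805 (440 links). The next was Marco-high with fLEC-like at 0.317 (403 links), then cLEC-like with Ptx3-LEC-like at 0.222 (124 links) and cLEC-like with Marco-high at 0.119. The fLEC-like cells had ratios of 0.0256 with Ptx3-LEC-like and 0.0246 (32 links) with cLEC-like cells. Their ratio with Ptx3-LEC-like cells was 0.0202 in series 1 and 0.135 in series 2. It lay below their ratio with cLEC-like cells in series 1 and above it in series 2. The ratio of cLEC-like with Marco-high was 0.146 in series 1 and 0.219 in series 2. Within series 1 and 2, the ratios were 1.15 and 1.04 for Ptx3-LEC-like with Marco-high, 0.297 and 0.765 for Marco-high with fLEC-like, 0.240 and 0.424 for cLEC-like with Ptx3-LEC-like, and 0.0280 and 0.0447 for cLEC-like with fLEC-like. The order of these 4 pairs was the same in both series, but the ratio of Ptx3-LEC-like with Marco-high lay below 1 in the pooled cells and above 1 within each series. This contrast cannot decide on mixing, because each series holds fewer cells while the number of neighbours per cell was the same. Series 2 held 17 Ptx3-LEC-like cells, fewer than that number, so each had to be linked to other classes. All pairs had a higher ratio in series 2 than in the pooled cells. The ratio of Ptx3-LEC-like with Marco-high was also the value that moved most, reaching 1.69 when variable genes came from a random 50% of the genes.

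Mean profiles of the classes were compared by Pearson correlation over the 1000 most variable genes, across genes, which are not independent replicates. Over 6 pairs the correlation was highest for fLEC-like with Marco-high, at 0.791, followed by 0.784 for cLEC-like with Ptx3-LEC-like, and lowest for fLEC-like with Ptx3-LEC-like, at 0.684. Ptx3-LEC-like with Marco-high was at 0.774 and cLEC-like with fLEC-like at 0.723. By Spearman correlation the highest pair was cLEC-like with Ptx3-LEC-like, at 0.769, against 0.757 for fLEC-like with Marco-high.

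Cells with both a ceiling and a floor marker bear on the direct bridge, and cells with both Marco and Madcam1 bear on tzLEC. The study gave both kinds of cell variable levels of such markers, often intermediate in tzLEC. Counts of cells high in both markers may therefore miss them. At 1 read, Ackr4 and Madcam1 were found together in 352 cells, 1.00 times the number expected from independent detection, and Marco and Madcam1 in 375 cells, also 1.00 times. At 10 CPM the ratios were 0.995 and 0.998. These values come with nearly universal detection and the moved reads described above. At 300 CPM, 5 cells were high in both Ackr4 and Madcam1, 0.166 times the 30.1 expected, and 16 cells in both Marco and Madcam1, 0.600 times the 26.7 expected.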

Values the study reported

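The study showed 383 LEC from the SMART-seq2 workflow.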

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

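Both tests of the spike-in ratio below were chosen after the ratio was seen. The spike-in reads stand outside the report's comparisons, and they differed between the classes. A cell of the Marco-high sub-cluster had a median of 149 gene reads per spike-in read, against 184 in Ptx3-LEC-like, 222 in cLEC-like and 239 in fLEC-like cells. A difference between the index series does not account for it, since the sub-cluster was the lowest of the 4 classes in both series, at 0.838 of the next lowest class in series 1 and 0.815 in series 2. Shallow wells do not account for all of it. Among wells of at least 50000 reads the sub-cluster was still lowest, but closer to the next class, at 0.893 of it, so shallow wells may explain part. The sub-cluster also had the highest median share of mitochondrial reads of the named classes, 1.22% against 0.969% to 1.08%. Its median share of ribosomal RNA reads was highest too, 4.00% against 3.14% to 3.36%. Wells of lower quality could give such values, but they do not decide. Less mRNA per cell, poorer capture in damaged cells and wells that hold reads of other wells stay open, and since there is 1 group, no biological explanation was tested.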

How the results depend on the processing

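The subtraction of moved reads, the second clustering of the medullary cells and the 300 CPM level were chosen after seeing the data, and the other alternatives before. A share is said to move when it leaves the 95% interval of its main value, and a list median or neighbour ratio when it changes by more than the difference between the index series, which is not a spread between replicates. It is narrow for the fLEC list, at 0.07, and its width differs widely between neighbour ratios. No paired analysis was possible because the samples form 1 group and no test was run.

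Of 40 shares recomputed under the alternatives set beforehand, 36 stayed within the interval. The cLEC-like share ran from 22.2% to 25.6% and the fLEC-like share from 33.7% to 39.7%. With variable genes from a random 50% of the genes, the Ptx3-LEC-like share was 20.1% and the Marco-high share 17.5%. The Marco-high share was 28.7% with 10 principal components, 18.3% with thinned cells and 30.0% after subtraction of moved reads. The cause was not tested. Without the second clustering, the Ptx3-LEC-like and Marco-high classes had no separate value at the main settings, but they were separate at resolution 1.2, with 10 principal components, with the list and singly named genes left in, with the stricter cell filter, with thinned cells and after subtraction. Outside the main clustering, the unnamed cluster was found only at resolution 1.2.

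All list medians stayed above 0, and 50 of 60 values under the alternatives set beforehand stayed within the spread. The cLEC median was 2.72 with thinned cells and 2.73 with summed counts. The fLEC median was 1.27 at resolution 1.2, 1.37 with 1000 variable genes, 1.65 with a random 50% of the genes, 1.35 with a pseudocount of 10 CPM, 1.61 with TMM factors and 1.67 after subtraction of moved reads. The Ptx3-LEC median was 1.15 both at resolution 0.5 and with 1000 variable genes. The Marco-LEC median fell to 0.37 with TMM factors, where the factor of the class was 1.13. A larger pseudocount lowers ratios by construction, and for the rest the cause was not tested.

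Of 48 neighbour ratios under such alternatives, 37 stayed within the spread. Those that left it were all of Ptx3-LEC-like with Marco-high, which shows little, because the series values of this pair lie close together (1.15 and 1.04) while those of Marco-high with fLEC-like (0.297 and 0.765) differ by more than its main value of 0.317. The ratio of Ptx3-LEC-like with Marco-high lay on the other side of 1 at resolution 0.5 (1.02), with 30 principal components (1.09), 1000 variable genes (1.11) and a random 50% of the genes (1.69). It was 0.668 at resolution 1.2, 0.584 with 10 principal components, 0.626 with the list and singly named genes left in, 0.672 with cells of at least 1000 genes and 50000 reads, 0.568 with thinned cells, 0.620 after subtraction, and 0.673 and 0.934 with 10 and 30 neighbours. The values went with how the classes had been separated. Where the first clustering already separated them, the ratio ran from 0.568 to 0.672. Where the second clustering divided them, it ran from 0.805 to 1.69, apart from 0.673 with 10 neighbours. Values above 1 were thus found only with the second clustering, a step added after the data were seen. Whether the medullary classes mix at random or less is not settled here, and why the second clustering gave higher values was not tested. The other ratios that were recomputed stayed below 1 under every alternative run. They ran from 0.237 to 0.457 for Marco-high with fLEC-like, 0.153 to 0.352 for cLEC-like with Ptx3-LEC-like and 0.00938 to 0.0375 for cLEC-like with fLEC-like. The alternatives were not run for cLEC-like with Marco-high or for fLEC-like with Ptx3-LEC-like.

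Names also depended on the settings. The Marco-LEC markers raised numbered 3 of 4 at resolution 0.5 and with the stricter cell filter, 2 in the main clustering and 1 after subtraction of moved reads. After subtraction, the 10 leading genes of the Marco-high class included ribosomal RNA genes such as Gm42418 and AY036118, singled out after they were seen. That class may therefore gather wells of lower quality. With the stricter filter, the 10 leading genes of the fLEC-like cluster held Rgs5 and none of the fLEC markers. Shares of cells with both Flt1 and Ly6c1 ran from 36.3% at 1 read to 0.261% at 300 CPM, and such a share falls with a higher level by construction. Spearman and all-gene versions of the class correlations ranged from 0.675 to 0.861.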

Other observations

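The tests of moved reads by row, by low expression and by index series, of the 8-cell cluster and of spike-in reads in wells of mostly moved reads were chosen after those patterns were seen. The tests of carry-over between touching wells, of shallow wells, of the gap between the series, of the read numbers of the Marco-high sub-cluster and of cells high in both markers were written down before their results. Because there is 1 group, no biological explanation was tested for any of these patterns.

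Some markers of single subsets were read in most wells, Madcam1 in 382, Marco in 376 and Ackr4 in 353 of 383, but others were not, such as Ptx3, read in 31.5% of cLEC-like cells. Reads that moved between wells sharing a row or column index are a candidate explanation: the row rate was 51.9 times the rate elsewhere in the same series. Low expression in every cell does not account for the whole pattern, since the row rate was 17.5 per 10000 against at most 4.51 with shuffled wells. Row and column took up 73.6% of the low-level reads, but the fit had no term for even low expression. That share may therefore be too high, and the rest may hold true low expression. Liquid carried over between touching wells would favour neighbours, but the rate for touching wells of a row was 1.07 times that for distant ones. Index sequences exchanged within a sequencing pool stay open as the way the reads moved, since the column rate within an index series was 10.0 times the rate across series. That the series are separate pools was inferred from the column names.

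Some wells may hold little else than such reads. Of the wells under 20000 reads, 19 of 19 correlated better with the mix expected from their own row and column than with any other well's mix. The median correlation, across genes, was 0.339 with the own mix and −0.019 with other mixes, against 0.136 for deep wells with their own. The estimated share of moved reads reached 134%, which shows the error of the estimate, and 15 of the 20 wells at 50% or more lie in series 2. Spike-in RNA with little cell RNA cannot be told from failed libraries in these 20 wells: the median of spike-in reads was 1.84 times that expected from moved reads, against 15.3 in the other wells, but 7 of the 20 wells had at least 3 times that expected.

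The 8 unnamed wells include 7 of plate row B, and 4 of them hold mostly moved reads by the estimate. Their leading genes had a median of 93.9% of their row B reads in 1 well, which is what moved reads could give. The genes were chosen for standing out in this cluster, so the value does not decide, and whether these wells are a kind of cell cannot be told. The 3 wells of the cluster with at least 50000 reads held 402994 to 636980 reads, and all 3 joined the fLEC-like cells when shallow wells were left out. After subtraction of moved reads the 8 wells were placed otherwise, 6 in the Marco-high class and 2 among the fLEC-like cells, so their placement depended on the setting.

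The fLEC-like share was 18.3 percentage points higher in index series 1 than in series 2. Shallow wells counted in another class do not account for it, because the gap was 17.4 points among wells of at least 50000 reads. Whether clusters followed the series cannot be told: neighbours came from the same series 1.26 times as often as chance would give, and the share of wells with Madcam1 at 300 CPM or more, which needs no clustering, was 40.8% (34.6 to 47.3) in series 1 and 33.6% (25.9 to 41.9) in series 2, with overlapping intervals. Among wells of at least 50000 reads these shares were further apart, at 40.1% (33.7 to 46.8) and 26.8% (19.3 to 35.4), but the intervals still overlapped. After subtraction of moved reads the shares over all wells were 38.3% and 28.0%. A difference between the rows in which cells were sorted, or in the animals they came from, may also be behind the gap, and neither was tested.

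The Marco-high sub-cluster had the lowest median read number of the named classes, 159673. It held 7 of the 20 wells of mostly moved reads, and without such wells its median was 183547, below the 196876 of Ptx3-LEC-like cells. Such wells may account for part of the difference, and no spread between samples is at hand to judge the remainder.

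The 5 wells high in both Ackr4 and Madcam1 are few, and 2 remained after subtraction of moved reads. If they held 2 cells, more reads would be found in them, but their median reads were 0.238 times those of wells high in 1 of the genes, and 3 of the 5 wells held under 50000 reads. With 5 wells, doublets, moved reads and cells of the bridge cannot be told apart.

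The female-specific transcript Xist averaged 510 to 1546 CPM in the named classes, and the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d at most 3.10 CPM. These genes were chosen after the clustering was seen.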
